A study of Mus musculus with 18 samples. Its data were reported in "Intraovarian, Isoform-Specific Transcriptional Roles of Progesterone Receptor in Ovulation" (2022).

How the data were processed

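Granulosa cells were collected from mice aged 21 to 27 days that had received 5 IU equine chorionic gonadotropin (eCG), 46 h later 5 IU hCG, and were sampled 8 h after hCG. Groups were taken from the sample labels: KO and WT in each of 3 strains, with 3 libraries per group and RNA of 3 mice per library. Other replicates of the study were not analysed here.

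The deposited values were TPM per transcript, in a table per strain. Per the study's methods the authors checked reads with FastQC, trimmed them with AdapterRemoval where needed and estimated transcript levels with Salmon on the GENCODE transcriptome, release M25, of mouse build GRCm38.p6, and the submitters' processing notes also name edgeR and limma. Program versions were not given in the sources used here. The deposited tables list RefSeq transcripts and not those of GENCODE, and why they differ was not stated. Each column summed to 1000000 over 42251 transcripts, small non-coding RNAs included. TPM keeps no read depth, so no count test, count interval or detection floor could be given, and a rise of an abundant RNA lowers the TPM of all others.

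Transcripts were matched to genes of the RefSeq annotation of that build, which placed 42072 of them. The 179 left unmatched held 0.963% to 1.61% of TPM in a library and stayed out of the tests. TPM was summed per gene, giving 24963 genes, of which 20711 were protein coding. A gene entered a strain's test where at least 3 of its 6 libraries reached 1 TPM.

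Each strain was fitted alone with limma on log2(TPM + 0.5) with a trended prior and no covariate, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The study used limma with voom, whose weights need counts. A gene was called at an adjusted p of at most 0.01 and an absolute log2 fold change of at least 1, two-sided. Differences of the KO effect between strains were contrasts in a fit of all 18 libraries with the same thresholds. The overlap of calls was tested by one-sided Fisher's exact test. Lists were tested two-sided with camera in limma at a preset correlation of 0.01, called at an adjusted p of at most 0.05 over the lists with at least 4 tested genes, and tested again with an estimated correlation.

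Before the deposited values were opened, 32 lists were fixed, 21 of pathways and 11 of cell type markers, with 528 genes of which 513 matched. Not all were independent of these samples. Both lists named by the study were chosen by it on these samples, the WNT and BMP list was drawn up after Sfrp2 was seen in its supplement on these samples, and the glutathione list after Gstm genes were seen in its supplement on cumulus complexes. The rule for named genes was fixed then too. It takes Pgr, the genes the study names for granulosa cells, the 12 largest falls and 8 largest rises in PRKO and PRAKO among called genes with non-overlapping groups and a mean of at least 2 TPM in the higher group, up to 4 members of each list by smallest p, all genes called in PRBKO, and the 10 smallest p of each difference between strains.

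Alternatives were a pseudocount of 1 or 0.1, no filter, a mean of at least 5 TPM, median-of-ratios size factors, quantile normalization, a constant prior, array weights, a fit of all 18 libraries, a replicate block, an adjusted p to 0.05 with no fold limit, and leaving out each library. Rescaling TPM to protein-coding genes and testing protein-coding genes only were added after the data were seen.

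The fits were tested on simulated data with known changes. For PRKO (13707 genes) they recovered 89.6%, 94.0% and 100% of genes changed by 1.5, 2 and 3 on the log2 scale, for PRAKO (13597 genes) 100%, 97.0% and 98.5%, and for PRBKO (14056 genes) 88.1%, 92.5% and 98.5%, with 0, 0 and 1 false calls. For the difference between PRKO and PRAKO (13365 genes) 95.5% were recovered with 1 false call. These rates describe the simulated data only. They are not error rates for the deposited values, where the median of all genes shifted and calls changed with the scaling. Whether the fits do as well under such shifts, or where genes vary together, was not tested. Pearson r between replicates of a group was 0.970 or more, and no replicates held identical values. Analyses used R 4.3.3 with limma 3.58.1 and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9.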

Results

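Granulosa cells, the somatic cells that line the follicle and surround the oocyte, were profiled by RNA sequencing 8 h after human chorionic gonadotropin (hCG), the hormone given in place of the ovulatory luteinizing hormone surge. Mice came from 3 strains that lack progesterone receptor (PGR), a nuclear receptor made as the isoforms PGR-A and PGR-B. PRKO mice lack both isoforms, PRAKO mice lack PGR-A and PRBKO mice lack PGR-B, and each knockout (KO) group had a wildtype (WT) group of its own strain. There were 18 libraries, 3 in each of the 6 groups, and each library held RNA pooled from 3 mice. The deposited values were in TPM, a unit of transcript abundance scaled to a fixed sum per library, which do not keep the read depth of a library. Between 13434 and 14614 genes reached 1 TPM in a library.

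A small set of non-coding RNAs took much of the TPM. Rn7s2, the RNA of the signal recognition particle, held 24.1% to 47.8% of TPM in a library. Protein-coding genes held 41.1% ± 2.92 in PRKO WT and 38.2% ± 0.878 in PRKO KO (mean ± SD, n = 3 in these and the next values). They held 39.7% ± 1.66 in PRAKO WT and 46.0% ± 1.62 in PRAKO KO, and 45.7% ± 2.65 in PRBKO WT and 57.0% ± 5.40 in PRBKO KO. The PRBKO KO libraries stood apart in other measures too. Rn28s1, the 28S ribosomal RNA, held 1.08% ± 0.029 of TPM in PRBKO KO and 0.528% ± 0.0765 in PRBKO WT, Rmrp, the RNA of RNase MRP, 1.82% ± 0.104 and 3.84% ± 0.144, and transcripts matched to no gene 1.56% ± 0.0433 and 1.13% ± 0.0429. Between 8628 and 9914 transcripts were listed at 0 in a PRBKO KO library, against 10343 to 10990 in each other library. The PRKO strain stood apart in Rpph1, the RNA of RNase P, with 0.085% ± 0.0041 of TPM in WT and 0.101% ± 0.022 in KO. Rpph1 held 1.05% ± 0.126 and 0.86% ± 0.0805 in PRAKO WT and KO, and 0.978% ± 0.0384 and 0.52% ± 0.0508 in PRBKO WT and KO. The median log2 fold change of all genes tested was −0.10 in PRKO, 0.22 in PRAKO and 0.22 in PRBKO. Fold changes below are KO against WT on the log2(TPM + 0.5) scale, which understates changes of genes with low values, and the value relative to that median is added for main genes.

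**Figure D1:**
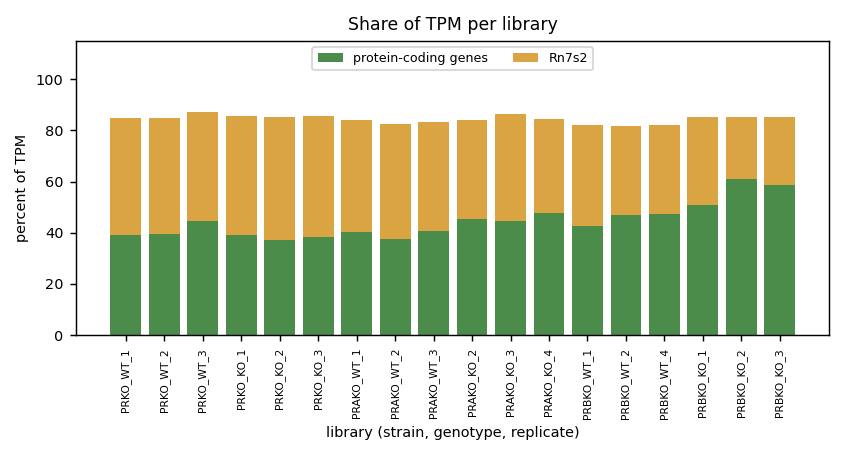
Bars show the percent of TPM held by protein-coding genes and by Rn7s2 in each of the 18 libraries, named by strain, genotype and replicate. Rn7s2 held from 24.1% to 47.8%, and the protein-coding share was highest in the PRBKO KO libraries.

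Pgr, the targeted gene (gene 18667, chromosome 9, 8898900 to 8968611 in GRCm38.p6), was compared first in every library. In PRKO it stood at 2.01, 2.09 and 1.73 TPM in the libraries labelled WT and at 1.93, 1.49 and 2.67 TPM in those labelled KO (log2 fold change 0.02 ± 0.19 SE, limma adjusted p = 0.957). In PRAKO the libraries labelled WT held 0.900, 0.829 and 1.10 TPM and those labelled KO held 8.36, 11.2 and 12.4 TPM, a rise of 2.94 ± 0.16 (2.72 relative to the median of all genes, limma adjusted p = 2.21e-05). In PRBKO the values were 1.49, 6.24 and 1.41 TPM under the WT label and 2.62, 4.88 and 3.10 TPM under the KO label (0.41 ± 0.44, limma adjusted p = 0.517). Without PRBKO WT replicate 2 the PRBKO fold change was 1.01. Pgr transcript therefore did not fall in any strain and in PRAKO went against the direction of a lost transcript. A gene total sums all transcripts of a targeted allele, so it does not check whether a receptor isoform was lost. KO and WT below mean the libraries labelled so.

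The PRKO comparison asked which transcripts change when both isoforms are lost. Zbtb16, a zinc finger transcription factor, fell from 36.4 ± 1.42 TPM in the libraries labelled WT to 2.18 ± 0.845 TPM in those labelled KO (mean ± SD, n = 3; log2 fold change −3.83 ± 0.21 SE, limma adjusted p = 0.000144). Epas1, a hypoxia-inducible transcription factor, fell from 146 ± 23.2 to 22.1 ± 0.688 TPM (−2.69 ± 0.12). Cited1, a transcriptional coregulator, fell from 41.9 ± 15.0 to 5.67 ± 1.58 TPM (−2.76 ± 0.28), and Pparg, a nuclear receptor that controls lipid metabolism, from 53.1 ± 2.62 to 11.9 ± 1.02 TPM (−2.12 ± 0.09). Relative to the median of all genes these changes were −3.73, −2.59, −2.66 and −2.02. Zbtb16 lies on chromosome 9 (48651797 to 48836225), Epas1 on chromosome 17 (86753864 to 86833410), Cited1 on chromosome X (102247378 to 102252181) and Pparg on chromosome 6 (115360879 to 115490404).

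Other genes that the study names were compared next in PRKO. Cxcr4, a chemokine receptor on chromosome 1 (128588199 to 128592299), fell from 135 ± 6.15 to 24.6 ± 0.434 TPM (−2.43 ± 0.07, limma adjusted p = 1.56e-05). Cldn1, a tight junction protein, fell from 10.3 ± 0.403 to 0.527 ± 0.0596 TPM (−3.39 ± 0.10). Adamts1, a secreted protease that cleaves versican, fell from 313 ± 22.4 to 72.1 ± 21.4 TPM (−2.15 ± 0.20). Cdk6, a cell cycle kinase (−2.31 ± 0.09), fell too, as did Pdlim4 (−1.84 ± 0.16) and Pdlim1 (−1.67 ± 0.12), PDZ and LIM domain proteins of actin filaments. Sorbs3, a focal adhesion adaptor, had a log2 fold change of −0.90 ± 0.07 and stayed short of the fold limit (limma adjusted p = 0.000428). Edn2, the vasoconstrictor endothelin-2, had −1.54 ± 0.31 and missed the threshold (limma adjusted p = 0.0247), although without PRKO KO replicate 1 it passed at −1.89. Ptgs2, a prostaglandin synthase, had 0.40 ± 0.23 and did not pass.

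Across the transcriptome 297 of 13910 genes passed in PRKO, of which 253 fell and 44 rose. The KO and WT libraries of all 297 did not overlap, which the threshold for a call nearly ensures. Among all genes tested 31.9% did not overlap, against 10% by chance. That share includes the shift of the median of all genes (−0.10) and does not count genes that respond to the genotype. Of the 275 protein-coding genes among the 297 called, 236 fell and 39 rose. The deepest fall of a protein-coding gene was that of Lyve1, a hyaluronan receptor (58.8 ± 14.9 to 1.35 ± 0.307 TPM, −4.98 ± 0.19). Hsd17b11, a steroid and lipid droplet dehydrogenase (−3.54 ± 0.19), Scara5, a scavenger receptor (−3.19 ± 0.17), and Gas7 (−3.02 ± 0.14) fell too. The transcribed pseudogene Sprr2g showed −6.31 ± 0.40, which is uncertain because other Sprr2 copies can share its reads. Among the rises were Sfrp2, a secreted WNT modulator (16.2 ± 2.36 to 98.99 ± 7.78 TPM, 2.58 ± 0.12), Plau, the urokinase plasminogen activator (2.21 ± 0.14), Lrrn3 (2.18 ± 0.19) and Rprm (1.89 ± 0.17). Also called were 15 miRNA genes. Mir218-1 was listed at 0 in all 3 WT libraries, and Mir6418 was listed at 0 in all 3 KO libraries. How many reads such values rest on is not kept by TPM, so the miRNA calls are uncertain.

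Of 31 gene lists tested in PRKO by camera in limma with a preset correlation of 0.01, 10 passed and none did with an estimated correlation. Of 11 earlier PGR targets, 7 fell, 4 did not pass and none rose (8 fell adjusted over the list alone), with Adam8, a membrane protease, at −2.52 ± 0.08 and Prkg2, a cGMP-dependent kinase, at −1.68 ± 0.11 (camera adjusted p = 4.88e-11, adjusted p = 0.10004 with an estimated correlation). All 4 transcription regulators named by the study fell (adjusted p = 5.05e-07, and 0.174 as the adjusted p with an estimated correlation), as did 5 of the 6 actin, adhesion and invasion genes it named (adjusted p = 1.18e-10, and 0.0672 as the adjusted p with an estimated correlation). The counts adjusted over the list alone were the same 4 and 5. The study chose both lists on these samples, so they are not independent evidence of direction. Of 19 glutathione and antioxidant genes, 7 fell (7 adjusted over the list alone) and 12 did not pass. Among them the metallothioneins Mt2 (−2.23 ± 0.10) and Mt1 (−1.38 ± 0.10), which bind metals, and the glutathione transferases Gstm2 (−1.71 ± 0.11) and Gstm1 (−1.57 ± 0.10) are close paralogs whose shared reads leave each gene uncertain (camera adjusted p = 0.000315, adjusted p = 0.744 with an estimated correlation). That list was drawn up after Gstm genes were seen in the supplement of the study on cumulus complexes.

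Other lists moved in PRKO with few or no called members. The steroidogenesis list lay above the other genes (median 0.11 above that of all genes, 0 of 17 called, camera adjusted p = 0.0293, adjusted p = 0.744 with an estimated correlation). The cholesterol synthesis list lay below (−0.215, 0 of 21 called, adjusted p = 0.00825, and 0.862 as the adjusted p with an estimated correlation), and so did fatty acid oxidation (−0.10, 0 of 19 called, adjusted p = 0.0435, and 0.862 as the adjusted p with an estimated correlation). WNT and BMP antagonists and ligands lay above (0.30, adjusted p = 0.00825, and 0.470 as the adjusted p with an estimated correlation), although Sfrp2 rose and Fzd1, a WNT receptor, fell (−2.36 ± 0.07), the other 17 of 19 did not pass, and the list was drawn up after Sfrp2 was seen in the supplement of the study on these samples. Among cell type markers, 5 erythroid genes lay 1.499 above the median of all genes with 0 called and 4 called adjusted over the list alone (adjusted p = 1.62e-06, and 0.470 as the adjusted p with an estimated correlation). The 12 oocyte markers lay below by −0.27 with 0 called (adjusted p = 0.00825, and 0.862 as the adjusted p with an estimated correlation). These marker shifts moved with the PRKO genotype beside the gene groups above. The protease and matrix list did not pass, with 3 falls and 1 rise among 31 genes (adjusted p = 0.555), nor did the actin stress fibre list, with 3 falls among 37 (adjusted p = 0.281), the same counts adjusted over the list alone. Of the granulosa markers 1 of 12 fell, the follicle stimulating hormone receptor Fshr (−1.87 ± 0.07), and that list did not pass (adjusted p = 0.934).

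**Figure D2:**
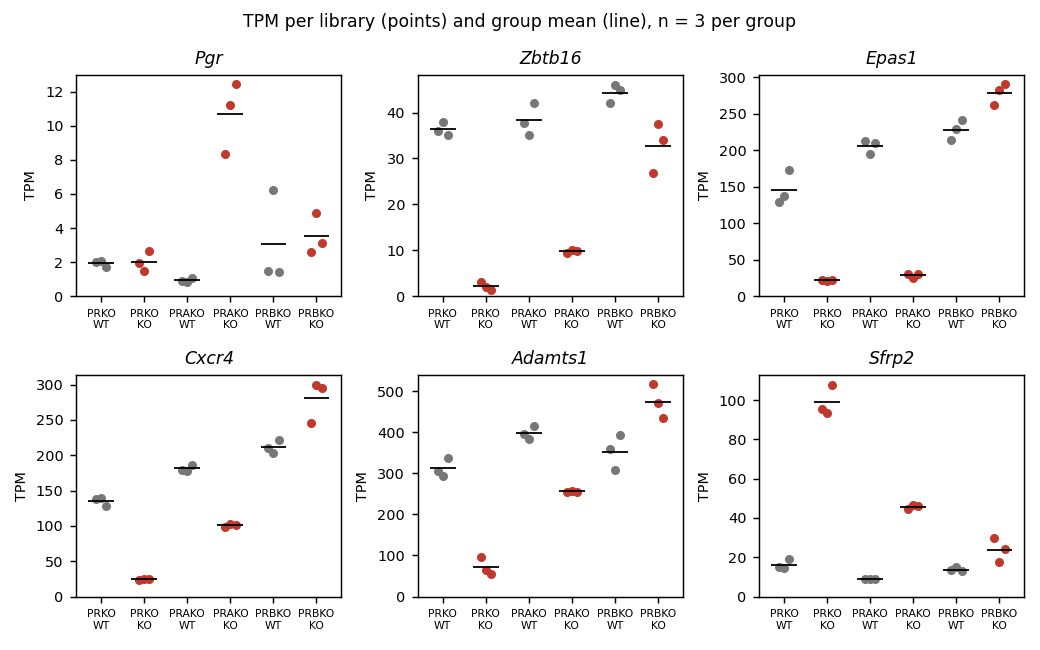
Points show TPM of 6 genes in each library and lines the mean of each group of 3, with WT in grey and KO in red. Zbtb16 fell to 2.18 TPM in PRKO KO and 9.81 TPM in PRAKO KO, while Pgr rose to 10.7 TPM in PRAKO KO.

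The PRAKO comparison asked the same for loss of PGR-A alone. Zbtb16 fell from 38.3 ± 3.46 TPM in the libraries labelled WT to 9.81 ± 0.323 TPM in those labelled KO (n = 3; −1.91 ± 0.08, −2.13 relative to the median of all genes, limma adjusted p = 1.03e-05). Epas1 fell from 206 ± 8.99 to 28.9 ± 2.89 TPM (−2.82 ± 0.09, −3.03 relative), Cited1 from 52.9 ± 1.25 to 4.50 ± 0.848 TPM (−3.43 ± 0.12, −3.65 relative) and Pparg from 53.0 ± 8.19 to 13.4 ± 1.57 TPM (−1.94 ± 0.13, −2.16 relative). Falls were also called for Cldn1 (−2.97 ± 0.13), Cdk6 (−1.86 ± 0.11), Pdlim1 (−1.31 ± 0.06) and Prkg2 (−1.09 ± 0.08). Cxcr4 changed from 181 ± 4.64 to 101 ± 1.53 TPM, a fold change of −0.85 ± 0.06 (−1.06 relative) that stayed short of the fold limit on TPM as deposited and passed it after scaling by size factors (−1.07) or to protein-coding genes (−1.06). Pdlim4 likewise had −0.95 ± 0.09 and passed at −1.17 with size factors and −1.16 after rescaling, and Edn2 had −0.94 ± 0.11 (−1.16 relative) and passed at −1.15 with size factors and −1.14 after rescaling. Adamts1 had −0.64 ± 0.06, Sorbs3 −0.42 ± 0.08 and Ptgs2 0.27 ± 0.11, and none of these passed on TPM as deposited or under either scaling.

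In all 285 of 13910 genes passed in PRAKO, of which 168 fell and 117 rose. The share that fell was 58.9% on TPM as deposited and 77.6% with size factors, where 229 fell and 66 rose. The KO and WT libraries of all 285 did not overlap, which the threshold for a call nearly ensures. Among all genes 51.3% did not overlap, against 10% by chance. That share includes the shift of the median of all genes (0.22) and does not count genes that respond to the genotype. Lyve1, on chromosome 7 (110850607 to 110862953), fell from 124.8 ± 11.96 to 2.01 ± 0.640 TPM (−5.68 ± 0.19). Fabp4, a fatty acid binding protein (−3.48 ± 0.15), Tmem255a (−2.96 ± 0.15), Adam8 (−2.95 ± 0.11) and Jcad, a junctional protein of endothelial cells (−2.66 ± 0.07), fell too. Besides Pgr, rises were seen for Cyp26b1, which degrades retinoic acid (2.51 ± 0.13), Rasal1, a RAS GTPase activating protein (2.41 ± 0.12), and Sfrp2, on chromosome 3 (83765750 to 83774314; 8.93 ± 0.209 to 45.8 ± 0.922 TPM, 2.29 ± 0.06). There were 11 miRNA genes called, such as Mir7665, which was listed at 0 in all 3 WT libraries and at 4.11, 5.12 and 4.57 TPM in the KO libraries. Mir7237, another miRNA gene, held 2.05 TPM in PRAKO KO replicate 2 and the same 4.57 TPM as Mir7665 in replicate 4. Such steps can come from values of few reads, whose number TPM does not keep, so the miRNA calls are uncertain.

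In PRAKO 18 of 30 lists passed with the preset correlation and none with an estimated correlation. Of 11 earlier PGR targets, 4 fell and 7 did not pass (4 adjusted over the list alone; camera adjusted p = 1.56e-22, adjusted p = 0.0602 with an estimated correlation). All 4 transcription regulators named by the study fell (adjusted p = 2.25e-14, and 0.0602 as the adjusted p with an estimated correlation), and 3 of its 6 actin, adhesion and invasion genes (adjusted p = 2.40e-16, and 0.0602 as the adjusted p with an estimated correlation), with the same 4 and 3 adjusted over the list alone. Both were chosen by the study on these samples and are not independent evidence. Of 20 glutathione and antioxidant genes 6 fell (6 adjusted over the list alone), led by Mt2 (−2.71 ± 0.08), Gstm2 (−1.94 ± 0.09) and Gstm1 (−1.93 ± 0.10), each uncertain as above (adjusted p = 1.03e-10, and 0.155 as the adjusted p with an estimated correlation). The steroidogenesis list lay 0.43 above the median of all genes (adjusted p = 1.58e-05, and 0.358 as the adjusted p with an estimated correlation). In it 2 of 17 genes rose, also adjusted over the list alone. These were Cyp11a1, which makes pregnenolone from cholesterol (416 ± 39.9 to 1007 ± 123 TPM, 1.27 ± 0.11, 1.05 relative), and Lhcgr, the luteinizing hormone receptor (1.11 ± 0.10, 0.89 relative). Lhcgr was no longer called after scaling by size factors (0.88) or to protein-coding genes (0.90).

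Cholesterol synthesis genes lay above the other genes in PRAKO (0.15 above the median, 0 of 21 called, camera adjusted p = 0.000792, adjusted p = 0.590 with an estimated correlation), as did nuclear-encoded oxidative phosphorylation genes (0.05, 0 of 34 called, adjusted p = 0.00444, and 0.666 as the adjusted p with an estimated correlation). Markers of several other cell types lay below. The medians were −0.38 for blood endothelium (adjusted p = 7.16e-05), −0.394 for macrophages and leukocytes (adjusted p = 8.11e-05), −0.34 for surface epithelium (adjusted p = 8.67e-05), −0.395 for smooth muscle and pericytes (adjusted p = 0.000491), −0.52 for theca (adjusted p = 0.000792) and −0.32 for oocytes (adjusted p = 0.00162), all relative to the median of all genes. With an estimated correlation the adjusted p was 0.358, 0.215, 0.215, 0.417, 0.358 and 0.590 in that order. Of these markers Cdh5, the cadherin of endothelial junctions, fell (28.0 ± 2.22 to 9.33 ± 1.05 TPM, −1.54 ± 0.10) and Hhip, a hedgehog binding protein, fell (−1.20 ± 0.09), and no other member was called. The lymphatic list passed with a median of −0.09 and a mean of −1.22 over 6 genes, Lyve1 among them (adjusted p = 0.0314, and 0.405 as the adjusted p with an estimated correlation). Without Lyve1, a test chosen after the list was seen, the other 5 genes had a median of 0.05 and a mean of −0.29, with 3 above the median of all genes (camera p = 0.456, p = 0.577 with an estimated correlation). The protease and matrix list lay at −0.10 with 2 rises and 1 fall among 31 genes (adjusted p = 0.0102, and 0.666 as the adjusted p with an estimated correlation), and Plau rose in it (1.23 ± 0.07, but 0.998 and not called with size factors) while Adam8 fell.

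The PRBKO comparison asked the same for loss of PGR-B alone. Klf6 and Klf2, Krüppel-like transcription factors, rose from 116 ± 16.9 to 322 ± 44.8 TPM and from 135 ± 13.0 to 334 ± 37.0 TPM (mean ± SD, n = 3; 1.48 ± 0.14 and 1.30 ± 0.12, and 1.26 and 1.08 relative to the median of all genes). Errfi1, an inhibitor of the epidermal growth factor receptor, rose by 1.17 ± 0.11 (0.95 relative), Sik1, a salt-inducible kinase, by 1.25 ± 0.13 (1.03 relative), Socs3, an inhibitor of cytokine signalling, by 1.15 ± 0.13 (0.93 relative) and Rhob, a small GTPase of actin dynamics, by 1.05 ± 0.10 (0.84 relative). Vim, an intermediate filament protein (1.03 ± 0.11), and Entpd4, a Golgi nucleotidase with a close paralog that leaves it uncertain (1.19 ± 0.14), were the other protein-coding genes called. None of the genes named by the study reached the fold limit, on TPM as deposited or under either scaling. Zbtb16 had −0.44 ± 0.13 (−0.66 relative, limma adjusted p = 0.0791), but −0.68 ± 0.05 with size factors (limma adjusted p = 0.0118) and −0.75 ± 0.06 after rescaling to protein-coding genes (limma adjusted p = 0.00987), where only the fold limit was missed. Cited1 had −0.31 ± 0.14 (−0.53 relative, −0.62 after rescaling), Pparg 0.09 ± 0.16 (−0.13 relative, −0.22 after rescaling), Epas1 0.29 ± 0.10 (0.07 relative, −0.03 after rescaling) and Cxcr4 0.40 ± 0.11 (0.18 relative, 0.09 after rescaling).

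Of 14329 genes tested in PRBKO, 19 passed by limma, with 13 rises and 6 falls, and 4454 had an unadjusted p under 0.05. The calls were 8 protein-coding genes, all higher, 10 miRNA genes and Rmrp, which fell by 1.08 on the log2 scale. These calls and the list shifts below come from the KO libraries that also stood apart in ribosomal RNA and in transcripts listed at 0. Mir6950 was listed at 0 in the WT libraries and at 6.93, 4.80 and 5.08 TPM in the KO libraries, and Mir7237 at 10.04, 9.56 and 18.6 TPM in WT and at 0 in all 3 KO libraries. These miRNA calls can rest on few reads and are uncertain, as in the other strains. The KO and WT libraries of 34.8% of all genes did not overlap, against 10% by chance, a share that includes the shift of the median of all genes (0.22). With size factors 3 genes passed, 1 higher and 2 lower, and after rescaling to protein-coding genes 8 passed, 3 higher and 5 lower. None of the 8 protein-coding genes was among those called under either scaling. Without PRBKO KO replicate 1 only 4 genes passed and none of these 8 did, with limma adjusted p = 0.0117 for each of the 8. Vim was also lost without WT replicate 2 (0.96) and, like Socs3, without KO replicate 2 (limma adjusted p = 0.0160 for both). The call of Rmrp in PRBKO was lost without WT replicate 4 or any of KO replicates 1, 2 and 3 (limma adjusted p = 0.0150, 0.0117, 0.0418 and 0.0316). Without PRBKO WT replicate 4, 63 passed.

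In PRBKO 12 of 31 lists passed with the preset correlation, 8 above and 4 below the other genes, and none with an estimated correlation. The actin stress fibre list lay above (median 0.17 over that of all genes, 33 of 37 genes above it, 1 rise, Rhob, also adjusted over the list alone; camera adjusted p = 2.60e-07, adjusted p = 0.839 with an estimated correlation). All 21 cholesterol synthesis genes lay above the median of all genes (0.22, 0 called, adjusted p = 1.18e-06, and 0.839 as the adjusted p with an estimated correlation), and so did 10 of 11 genes of epidermal growth factor-like ligands and cumulus matrix (0.32, 0 called, adjusted p = 0.00323, and 0.773 as the adjusted p with an estimated correlation). Ovulatory transcription factors lay 0.21 above with 0 of 26 called and 2 called adjusted over the list alone (adjusted p = 6.18e-05, and 0.773 as the adjusted p with an estimated correlation). Egr1, Fos, Jun and other members are also among the immediate-early genes weighed further below, so that shift is not a separate result. Oxidative phosphorylation (0.10, adjusted p = 6.18e-05), fatty acid oxidation (0.09, adjusted p = 0.0307), hypoxia response (0.04, adjusted p = 0.0221) and erythroid markers (0.89, adjusted p = 0.0307) lay above with no call, and each had 0.839 as the adjusted p with an estimated correlation. Granulosa markers lay below (−0.43, 0 of 12 called, adjusted p = 1.18e-06, and 0.773 as the adjusted p with an estimated correlation), as did oocyte markers (−0.33, 0 of 12 called, adjusted p = 4.54e-08, and 0.773 with an estimated correlation as the adjusted p). The regulators named by the study (−0.33, 0 of 4 called, adjusted p = 0.0167, and 0.773 as the adjusted p with an estimated correlation; chosen by the study on these samples and so not independent evidence) and WNT and BMP genes (−0.10, 0 of 20 called, adjusted p = 0.0221, and 0.839 as the adjusted p with an estimated correlation) also lay below. Earlier PGR targets did not pass in PRBKO (0 of 11 called, adjusted p = 0.796).

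The study takes genes changed in both strains with blocked ovulation as its key list, and that overlap was tested on 13482 genes. Among the genes called lower, 123 were shared between 240 in PRKO and 153 in PRAKO, against 2.72 for independent lists (one-sided Fisher's exact test, p = 9.41e-201). Among the genes called higher, 24 were shared between 38 and 114, against 0.321 (p = 1.19e-41 in the same exact test). These strains share no library. Epas1, Cited1, Pparg, Zbtb16, Cldn1, Lyve1 and Mt2 were in the shared lower set, and Sfrp2 and Plau in the shared higher set. The 147 shared genes were 52.9% of the PRKO calls and 55.1% of the PRAKO calls on the genes tested in both, and 2 genes were called in opposite directions. Across genes, which are not independent replicates, the fold changes of the 2 strains correlated with Pearson r = 0.566 and Spearman rho = 0.531.

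**Figure D3:**
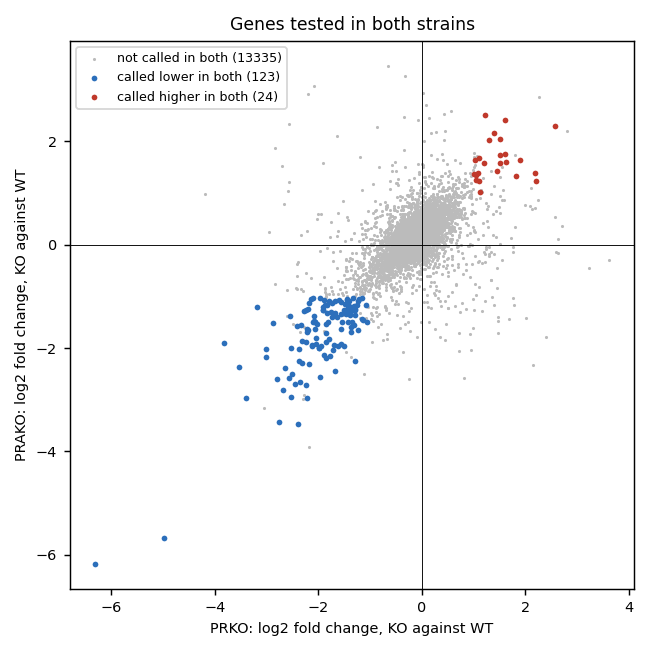
Each point is a gene tested in both strains, with its log2 fold change (KO against WT) in PRKO on the x axis and in PRAKO on the y axis. Coloured points are the 123 genes called lower and the 24 called higher in both.

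In PRBKO the 123 shared lower genes had a median log2 fold change of 0.16 against 0.22 for all genes, and 71 lay below the median of all genes. The set lay below the other genes with a preset correlation (−0.06 against the median of all genes, camera p = 5.80e-05) and not with an estimated correlation (p = 0.5002 with an estimated correlation). The 24 shared higher genes had 23 members tested in PRBKO, of which 21 lay above the median of all genes (0.35 over it, camera p = 6.66e-05, p = 0.201 with an estimated correlation). No gene of either set was called in PRBKO by limma, but only 19 of all 14329 genes were, too few to tell these sets from the rest. Of all 14329 genes 4454 had an unadjusted p under 0.05 in limma. Of the lower set 49 had such a p, with 15 below 0 and 34 above the median of all genes, and of the higher set 16 had, all 16 above that median.

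**Figure D4:**
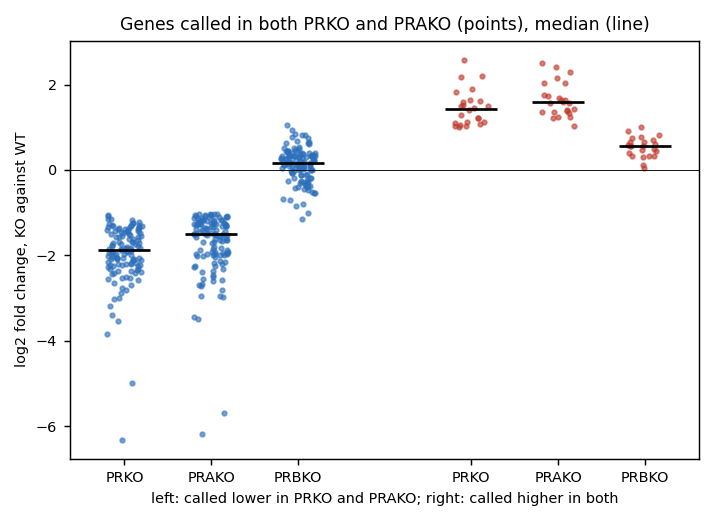
Points show the log2 fold change (KO against WT) in each strain of the genes called lower (left) or higher (right) in both PRKO and PRAKO, and lines show medians. The lower genes had medians of −1.87 in PRKO, −1.50 in PRAKO and 0.16 in PRBKO.

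The differences between strains in their KO effects were tested directly on 13442 genes in a fit of all 18 libraries. Between PRKO and PRAKO 76 genes passed, 72 of them lower in PRKO, with a median difference over all genes of −0.31. After rescaling to protein-coding genes 32 passed, 20 of them lower in PRKO, and with size factors 34 passed, 23 of them lower. With replicate number as a block none passed, so every call named here was lost, with Cxcr4 at −1.58 ± 0.14 (limma adjusted p = 0.0265 with the block). The block left 4 residual degrees of freedom in place of 12, so lower power can account for part of this loss. The count was 38 without PRAKO KO replicate 4 and 131 without PRKO KO replicate 1, the ends of the range when a single library was left out. Of these 72 genes, 23 had a fold change below 0 in both strains, 36 in PRKO alone and 13 were not below 0 in PRKO. The calls within strains were 26 lower in PRKO, 7 of them also lower in PRAKO, and 21 higher in PRAKO. The effect in PRKO minus that in PRAKO was −1.59 ± 0.10 for Cxcr4 (limma adjusted p = 8.04e-07; −1.27 after rescaling, still called), −1.92 ± 0.23 for Zbtb16 (−1.62 after rescaling, still called) and −1.99 ± 0.23 for Scara5 (−1.69 after rescaling, still called). Adamts1 differed by −1.51 ± 0.21 (limma adjusted p = 0.000998), but after rescaling by −1.20 with an adjusted p of 0.0101, which did not pass. Gnao1, a G protein subunit, differed by −1.82 ± 0.18. Of the 148 genes called only in PRKO, 128 could be tested for the difference and 21 passed, and of the 136 called only in PRAKO, 116 could be tested and 21 passed.

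Between PRKO and PRBKO 523 genes passed, 507 of them lower and 16 higher in PRKO. After rescaling 212 were lower and 51 higher, and with size factors 243 were lower and 40 higher. Lyve1 differed by −5.82 ± 0.29, Cldn1 by −3.64 ± 0.18, Zbtb16 by −3.39 ± 0.23 and Epas1 by −2.97 ± 0.14 (limma adjusted p = 3.10e-09 for Epas1). Between PRAKO and PRBKO 285 genes passed, 243 of them lower and 42 higher in PRAKO. After rescaling 200 were lower and 61 higher, and with size factors 252 were lower and 55 higher. Lyve1 differed by −6.51 ± 0.29, Mt2 by −3.14 ± 0.17, Cited1 by −3.12 ± 0.31 and Epas1 by −3.10 ± 0.14 (limma adjusted p = 1.61e-09 for Epas1). Of the 146 shared calls tested here, 127 passed for PRKO against PRBKO, 125 for PRAKO against PRBKO and 8 for PRKO against PRAKO. These genes were selected by their calls in the same direction in PRKO and PRAKO, from the same libraries. The selection favours such counts, so they are not independent evidence that PRKO and PRAKO agree or that PRBKO differs.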

Values the study reported

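At a log fold change of at least 1 and an adjusted p of at most 0.01, the study reported 236 differentially expressed genes in PRKO granulosa cells and 310 in PRAKO, with 154 in common. It reported no such gene in PRBKO. For PRKO it gave log fold changes of −4.05 for Zbtb16, −2.6 for Epas1, −2.77 for Cited1, −2.34 for Cdk6, −1.77 for Pdlim4 and −1.74 for Sorbs3. By quantitative PCR it gave a 33-fold decrease of Zbtb16 in PRKO and a 3-fold decrease in PRBKO.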

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

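The tests of swapped labels, of the region around Pgr and of the targeted allele, and the rescaling to protein-coding genes, were chosen only after the result was seen. The genes listed per pair of strains were picked out because the KO effect differed in a limma test of the difference itself, while the 6 genes weighed in PRBKO were picked from the calls within that strain after their values were seen.

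Between PRKO and PRAKO 76 genes differed, 34 with size factors, 32 after rescaling and 0 with replicate number as a block. The differences, PRKO minus PRAKO on the log2 scale, were −1.59 for Cxcr4, −1.82 for Gnao1, −1.44 for Jph2, −1.39 for B3galnt1, −1.02 for Slc25a30, −1.99 for Scara5, −1.48 for Kcng3, −1.92 for Zbtb16, −1.51 for Adamts1 and −2.91 for Pgr. After rescaling, those of Adamts1 (−1.20), Slc25a30 (−0.70) and Pgr (−2.66) were not called, and with size factors those of Adamts1 (−1.18) and Slc25a30 (−0.68) were not. With the block all of them lost their call.

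Between PRKO and PRBKO 523 genes differed. The differences, PRKO minus PRBKO, were −2.83 for Cxcr4, −2.97 for Epas1, −3.34 for Gas7, −5.82 for Lyve1, −3.64 for Cldn1, −2.33 for Fzd1, −3.20 for Tbc1d8, −2.45 for Gas2l1, −3.54 for Hsd17b11 and −3.46 for Sphk1. Among genes the study names they were −3.39 for Zbtb16, −2.58 for Adamts1, −2.65 for Pdlim4, −2.24 for Cdk6, −1.24 for Sorbs3, −2.20 for Pparg, −1.80 for Pdlim1, −2.45 for Cited1, −2.20 for Prkg2 and −1.59 for Edn2. The calls of Sorbs3 and Edn2 were lost with size factors (−0.90 and −1.31) and after rescaling (−0.83 and −1.22), and that of Edn2 with the block (−1.84).

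Between PRAKO and PRBKO 285 genes differed. The differences, PRAKO minus PRBKO, were −6.51 for Lyve1, −3.10 for Epas1, −3.13 for Jcad, −3.14 for Mt2, −2.80 for Fam210b, −3.22 for Cldn1, −3.25 for Sphk1, −1.98 for Fzd1, −2.66 for Adam8 and −6.49 for Sprr2g. Among genes the study names and the targeted gene they were −1.25 for Cxcr4, −3.12 for Cited1, −2.03 for Pparg, −1.79 for Cdk6, −1.76 for Pdlim4, −1.44 for Pdlim1, −1.47 for Zbtb16, −1.07 for Adamts1, −1.61 for Prkg2 and 2.53 for Pgr. The call of Adamts1 was lost after rescaling (−0.965), and with the block those of Pdlim1 (−1.46), Zbtb16 (−1.45), Adamts1 (−1.21) and Pgr (2.64) were lost.

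Other splits of the libraries were fitted. Within a strain, 3 against 3 libraries make only 10 splits, too few for a share under 0.05. The real and the highest other count of called genes were 297 and 1 in PRKO, 285 and 4 in PRAKO, and 19 and 10 in PRBKO, with 1 split of 10 reaching the real count in each. For called lists they were 10 and 11 in PRKO (2 splits of 10 as large), 18 and 15 in PRAKO (1 of 10) and 12 and 11 in PRBKO (1 of 10). The distance of the shared lower genes from all genes in PRBKO was 0.0572 against 0.0690 in the highest other, with 3 of 10 as large. Over 100 pairs of splits 1 had as many shared calls as the real 147 (highest other 1), but the other splits called at most 1 gene in PRKO and 4 in PRAKO, which fixes this outcome, and the 19 pairs that keep a real split are too few for a share under 0.05. For differences between strains, 100 regroupings gave 4 as large for PRKO against PRAKO (76, highest other 107), 1 for PRKO against PRBKO (523, highest other 415) and 2 for PRAKO against PRBKO (285, highest other 424). Most of these splits mixed KO and WT in both strains, which removes both effects, so their counts of at most 6, 0 and 1 do not test a difference between real effects, although for these and for the shared calls a share under 5 in 100 had been set beforehand as excluding chance. Among regroupings that kept the real split of a strain, 3 of 15, 0 of 16 and 1 of 17 were as large, too few for a share under 0.05. They keep the whole KO effect of that strain and remove that of the other, so large counts arise even where the real effects are equal. Their counts therefore do not test a difference between real effects either, and nothing is concluded from them.

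Pgr was higher in the PRAKO libraries labelled KO. Swapped labels would raise earlier PGR targets in these libraries, but their median lay −1.06 from that of all genes. A change of the whole region is argued against by the 15 tested neighbours of Pgr, whose median lay 0.0409 from that of all genes. Of these neighbours 1 was called higher, so a change limited to some of them stays open. TPM scaling is argued against by Pgr at 2.77 after rescaling. Transcript from the targeted allele may account for the rise, with 3 of 3 KO libraries above every WT library, but this cannot be told apart from a change in regulation because allele and group coincide.

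Errfi1, Klf2, Klf6, Rhob, Sik1 and Socs3 were higher in PRBKO KO. Their median was 0.895 after rescaling, which argues against TPM scaling as the whole cause, although the calls ended there because the fold changes shrank and the adjusted p rose. A general immediate-early response in these libraries may contribute, since 22 listed immediate-early genes, none of them among these 6, had a median 0.549 above that of all genes with 21 above it (camera p = 4.39e-13, p = 0.0653 with an estimated correlation). The PRBKO KO libraries also stood apart in their make-up, with 3 of 3 above every other library in Rn28s1 share and 3 of 3 below every other in transcripts listed at 0. Within groups the 6 genes did not rise with the Rn28s1 share, since that trend gives −0.464 (95% interval −1.004 to 0.0763) of their mean fold change of 0.920 after rescaling. The share was 0.253% to 0.875% in all other libraries and higher in PRBKO KO. The trend is thus extended beyond its range and cannot decide whether the make-up of the PRBKO KO libraries raised these genes. A cause that goes with the transcripts listed at 0 cannot be told apart, since the trend within groups gives 0.455 with an interval from −0.238 to 1.15. Loss of PGR-B, the difference the design names, stays open and was not separated from differences in handling or in the RNA and libraries.

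The KO effect was lower in PRKO than in PRAKO for 72 of 76 differing genes, of which 23 had fold changes below 0 in both strains. On TPM as deposited a single library deciding this is argued against by the lowest share over fits without 1 library, 89.7% lower in PRKO. Those fits share the median difference over all genes of −0.31, and they were not repeated after rescaling. The lean toward PRKO depended in part on TPM scaling, since 72 lower and 4 higher became 20 and 12 after rescaling and 23 and 11 with size factors. After rescaling 62.5% of called differences were still lower in PRKO, and whether scaling accounts for the rest cannot be told apart. The PGR-B left in PRAKO and the background of each strain stay open and were not tested.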

How the results depend on the processing

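Rescaling to protein-coding genes and testing protein-coding genes only were chosen after the data were seen. No called fold change of a named gene changed sign, but the majority direction of the PRBKO calls turned, from 13 higher and 6 lower to 1 and 2 with size factors, 3 and 5 after rescaling, 1 and 3 with no filter, 0 and 4 without KO replicate 1 and 6 and 12 without KO replicate 2. Where no construction is named the cause was not tested. In PRKO 449 genes passed with array weights, and at an adjusted p to 0.05 with no fold limit 1385 did, 4797 in PRAKO, 498 in PRBKO and 707 shared, a looser threshold by construction. A mean of at least 5 TPM tested fewer genes and gave 184 in PRAKO and 34 in PRBKO. In PRBKO 4 passed with no filter, 3 with size factors, 0 with quantile normalization, 8 after rescaling and 45 among protein-coding genes only, where the limma prior became infinite and the spread of each gene was ignored. Beside the 0 at quantile normalization, 4454 genes had an unadjusted p under 0.05 in limma on TPM as deposited. That count has another scaling and a looser threshold, so the counts cannot be compared. The PRKO and PRAKO difference gave 34 with size factors, 37 with quantile normalization, 320 with array weights and 32 after rescaling, and PRKO against PRBKO gave 283, 265 and, after rescaling, 263. The shared lower genes in PRBKO lost their call with an estimated correlation (−0.0572, limma camera p = 0.5002), size factors (−0.0200, p = 0.0602) and rescaling (−0.0373, p = 0.163). With an estimated correlation 0 lists passed in PRKO, 0 in PRAKO and 0 in PRBKO.

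Replicate numbers did not pair the libraries. The deviations of same-numbered WT and KO libraries from their group means correlated at 0.148, −0.150 and 0.079 in PRKO. They correlated at −0.036 and −0.010 in PRAKO, and at 0.027 and 0.043 in PRBKO. These are not correlations of the whole libraries. The replicate block gave 464 genes in PRAKO and 302 in PRBKO, where 1 residual degree of freedom made the prior infinite, so these counts overstate certainty. The block gave 0 for PRKO against PRAKO and 114 for PRAKO against PRBKO, with 4 residual degrees of freedom in place of 12. With the block the shared lower genes in PRBKO lay at −0.0254 and lost their call.

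Without a single library the counts ranged from 209 to 286 in PRKO, 242 to 279 in PRAKO, 4 (without KO replicate 1) to 63 (without WT replicate 4) in PRBKO, 107 to 147 for shared calls, 38 (without PRAKO KO replicate 4) to 131 (without PRKO KO replicate 1) for PRKO against PRAKO, 448 to 636 for PRKO against PRBKO and 238 to 304 for PRAKO against PRBKO. Lists ranged from 8 to 12, 17 to 20 and 10 to 16 in PRKO, PRAKO and PRBKO. Of 134 named gene results, 42 changed under any setting, and 2208 of 2393 values stayed on their side of the threshold. TPM keeps no depth, so what depth limits is unknown.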

Other observations

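Genes of the hypoxia response moved both ways. Egln3, an oxygen-sensing prolyl hydroxylase, rose in PRKO (5.48 ± 0.369 to 18.03 ± 0.548 TPM, SD, n = 3; log2 fold change 1.63 ± 0.08 SE) and in PRAKO (1.59 ± 0.13). Pfkfb3, a regulator of glycolysis, fell in PRKO (−1.16 ± 0.11) and PRAKO (−1.43 ± 0.09), and Pfkfb4 fell in PRKO (−1.62 ± 0.13). Hk2, a hexokinase, rose in PRAKO (1.32 ± 0.07). Of 22 genes 1 rose and 3 fell in PRKO (camera adjusted p = 0.824), and 2 rose and 1 fell in PRAKO, with the same counts adjusted over the list alone (median −0.26 from all genes, adjusted p = 9.85e-05, and 0.358 as the adjusted p with an estimated correlation).

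Efnb2, an ephrin of vessel growth, fell in PRKO (−1.85 ± 0.15) and PRAKO (−1.88 ± 0.06). The vascular signal list had 2 falls among 18 genes in PRKO and 3 adjusted over the list alone (adjusted p = 0.934), and 1 of 17 in PRAKO, also adjusted over the list alone (−0.20, adjusted p = 0.00264, and 0.155 as the adjusted p with an estimated correlation). Blood endothelium markers lay lower in the same libraries (−0.38, 0 of 10 above the median of all genes, Cdh5 called lower), and a change in the share of endothelial cells was not separated from this shift. Slco2a1, a prostaglandin transporter, fell in PRKO (−1.29 ± 0.11) and PRAKO (119 ± 2.87 to 24.8 ± 0.708 TPM, −2.24 ± 0.06). It was the fall among 18 cytokine, chemokine and prostaglandin genes in PRAKO, also adjusted over the list alone (−0.25, adjusted p = 0.000478, and 0.215 as the adjusted p with an estimated correlation). Macrophage and leukocyte markers also lay lower there (−0.394, 0 of 10 above the median of all genes), and a change in the share of these cells was not separated either. Egfr, the receptor of epidermal growth factor, fell in PRKO (−1.78 ± 0.08). In its list of epidermal growth factor-like ligands and cumulus matrix 2 of 11 genes fell there, while 8 lay above the median of all genes. That list did not pass (0.41, camera adjusted p = 0.102, adjusted p = 0.862 with an estimated correlation). Wnt4, a WNT ligand, rose in PRAKO (1.42 ± 0.08) in a list that did not pass there (adjusted p = 0.906).

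Beta-globin genes, chosen after their values were seen, differed between strains. Hbb-b1 ranged from 116 to 843 TPM in PRKO libraries, 0.402 to 4.98 TPM in PRAKO and 42.1 to 393 TPM in PRBKO. Hbb-bs ranged from 0 to 0.107 TPM in PRKO, 12.4 to 56.8 TPM in PRAKO and 5.21 to 25.1 TPM in PRBKO.

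Sorbs3 had a log2 fold change of −0.90 in PRKO here. That is a smaller fall than the value quoted from the study above. In PRBKO 19 genes passed here on TPM as deposited, 3 with size factors, 0 with quantile normalization and 4 without KO replicate 1. The count on TPM as deposited is higher than the one quoted from the study above, which rests on voom weights from counts and on replicates not analysed here. Zbtb16 had log2 fold changes of −3.83 in PRKO and −0.44 in PRBKO here, and −0.75 in PRBKO after rescaling. These are smaller falls than those by quantitative PCR quoted from the study above.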
